# ChIP-Seq-Based Approach in Mouse Enteric Precursor Cells Reveals New Potential Genes with a Role in Enteric Nervous System Development and Hirschsprung Disease

**DOI:** 10.3390/ijms21239061

**Published:** 2020-11-28

**Authors:** Leticia Villalba-Benito, Ana Torroglosa, Berta Luzón-Toro, Raquel María Fernández, María José Moya-Jiménez, Guillermo Antiñolo, Salud Borrego

**Keywords:** Hirschsprung disease, ChIP-seq, gene expression profiling, sequence analysis, *PAX6*

## Abstract

Hirschsprung disease (HSCR) is a neurocristopathy characterized by intestinal aganglionosis which is attributed to a failure in neural crest cell (NCC) development during the embryonic stage. The colonization of the intestine by NCCs is a process finely controlled by a wide and complex gene regulatory system. Several genes have been associated with HSCR, but many aspects still remain poorly understood. The present study is focused on deciphering the PAX6 interaction network during enteric nervous system (ENS) formation. A combined experimental and computational approach was performed to identify PAX6 direct targets, as well as gene networks shared among such targets as potential susceptibility factors for HSCR. As a result, genes related to PAX6 either directly (*RABGGTB* and *BRD3*) or indirectly (*TGFB1*, *HRAS*, and *GRB2*) were identified as putative genes associated with HSCR. Interestingly, *GRB2* is involved in the RET/GDNF/GFRA1 signaling pathway, one of the main pathways implicated in the disease. Our findings represent a new contribution to advance in the knowledge of the genetic basis of HSCR. The investigation of the role of these genes could help to elucidate their implication in HSCR onset.

## 1. Introduction

Hirschsprung disease (HSCR, OMIM 142623) or aganglionic megacolon, is a disorder characterized by intestinal aganglionosis in a variable segment of the distal gut, whose main manifestation is constipation or intestinal obstruction [1]. The cause of HSCR is attributed to a defective proliferation, differentiation, survival, and/or migration of enteric precursor cells (EPCs) originating from the neural crest between the seventh and twelfth weeks of gestation. HSCR can be classified into three types based on the length of the aganglionic tract, including short-segment HSCR (S-HSCR), long-segment HSCR (L-HSCR), and total colonic/intestinal aganglionosis (TCA/TIA), which represents around 80%, 15%, and 5% of the cases, respectively. In addition, HSCR can appear either sporadically or within a familial aggregation and may be associated with other developmental defects [2]. Alterations in the specific gene expression patterns required at different stages of the enteric nervous system (ENS) formation can lead to HSCR [3]. To date, a large number of different genes have been related to HSCR. In most cases, these genes encode molecules that are widely involved in the major signaling pathways associated with HSCR, the most important being the RET/GDNF/GFRA1 and EDN3/EDNRB signaling pathways [4]. Nevertheless, the genetic cause of the disease in a large percentage of HSCR patients remains unknown; thus, the search for additional genes and mechanisms to better outline HSCR etiology is still required. HSCR, especially the short segment forms, is a disorder with a complex genetic basis that could be explained by the heterogeneity of ENS development, which is regulated by an ever-increasing range of molecules. In accordance with this, the HSCR phenotype is often the result of the presence of various genetic variants, which contribute in an additive manner [5]. Despite the fact that some families show an either dominant or recessive pattern, most of the cases show a complex and non-Mendelian mode of inheritance with variable penetrance [2,5].

One of the best-known mechanisms that controls gene expression during ENS development is the regulation carried out by transcription factors. In this sense, several studies have identified transcription factors expressed during the different stages of the ENS development [6,7]. A few transcription factors have been previously associated with HSCR onset, such as ZFXH1B, SOX10, PHOX2B, and PAX6 [8,9,10,11,12], which modulate expression of different downstream effectors at the developmental stage where EPCs migrate along the gut. Specifically, the expression of *PAX6* both at the mRNA and the protein levels in EPCs was previously detected by our group [12,13]. Reduced *PAX6* expression levels were detected in HSCR patients and different mechanisms that might lead to this downregulation have been proposed. This study suggested that *PAX6* may have a role in the regulation of the transcriptional network involved in ENS development [12]. Therefore, the aims of the present study were to clarify the specific gene expression pattern established by PAX6 for correct ENS development, as well as to identify new susceptibility genes for HSCR. With this purpose, we performed a chromatin immunoprecipitation coupled with a massively parallel sequencing (ChIP-seq) assay to identify PAX6 target genes in mouse EPCs, as well as a differential expression assay in EPCs from HSCR patients versus controls to evaluate their implication in the onset of the disease. In addition, we have searched for rare sequences that may be associated with this pathology within the coding sequence of the resulting genes that we found to be expressed in human EPCs.

## 2. Results

### 2.1. Identification of the PAX6 Target Genes in Mouse Neurosphere-Like Bodies (NLBs)

EPCs grow in culture as cell aggregates known as neurosphere-like bodies (NLBs), which are a population of neural crest-derived multipotent stem cells present in postnatal gut. The current study was focused on the identification of PAX6 gene regulatory networks during ENS development to detect additional genes and mechanisms to better outline HSCR etiology. 

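EPCs grown as NLBs from the gut of CD-1 mice at postnatal day 7 were the source of the chromatin, which was immunoprecipitated with an antibody against PAX6 (3 µg) or with mouse IgG as negative control and then sequenced. Pool 1 held 4 PAX6 ChIP libraries, pool 2 held 6 and pool 3 held 6, each pool with as many input libraries as ChIP libraries. The 4 IgG libraries all carried the label of pool 1. The authors aligned the reads to mm9 with Bowtie and called peaks with MACS on the merged libraries of each pool and on the merged IgG libraries, which gives 1 list of peaks per pool and 1 for IgG. The spread between libraries is therefore unknown and the pools are the only replicates. Each list holds the position of every peak and a score, the authors' own log-transformed p-value from MACS, which was 50.04 or higher for every peak. The lists hold no read counts, so the depth of each library is unknown. The median peak width was 496 bp in pool 1, 434.5 bp in pool 2, 367.5 bp in pool 3 and 431 bp for IgG. The median score was 62.05 in pool 1, 68.98 in pool 2, 105.615 in pool 3 and 65.61 for IgG, and because the score depends on depth, equal scores in different lists need not stand for equal strength. Scores were compared and ranked within a list. As alternatives, limits of 70 and 100 were applied to every list and, added after the data were seen, to the PAX6 lists alone. Overlaps between the lists, the genes annotated around the peaks in GENCODE M1 for mm9, and the mm9 sequence under the peaks were derived from these positions.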

With this aim, a ChIP-seq assay was performed using primary culture NLBs from mouse. The reason for this is that a considerable starting quantity of DNA is needed for this technique and that only one sample for each patient was available. 

Upon completion of sequencing, the percentage of reads that passed the internal quality filtering, defined as “pass filter reads” (PF Reads) was >90% (27.2 × 10^6^ reads). A total of 16.8 x 10^6^ reads mapped with the reference genome. 

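The PAX6 antibody gave 491 peaks in pool 1, 1032 peaks in pool 2 and 724 peaks in pool 3, and IgG gave 1007 peaks. Most peaks lay in introns or between genes and few lay in coding exons, which held 0.818% of the peaks of pool 1, 2.26% of pool 2 and 1.97% of pool 3 against 1.99% of IgG peaks and 5.18% of the PAX6 peaks placed at random. The highest scoring peak of pool 1, with a score of 112.52, lay on chromosome 6 from 141057067 to 141057736, 140 kb upstream of Pde3a, which encodes a phosphodiesterase. The highest of pool 2, with a score of 509.09, lay on chromosome 1 from 81371925 to 81372446 in an intergenic stretch 298 kb from the start of 9430031J16Rik, and the next one, with a score of 352.61, lay in an intron of Utrn, the gene of utrophin. In pool 3 the highest score, 1451.67, belonged to a peak over a coding exon of Gm10800 on chromosome 2 from 98506245 to 98507641, and a peak of score 877.96 lay nearby over a coding exon of Gm10801. Every peak was assigned the gene with the transcription start site closest to the centre of the peak, which gave 476 genes in pool 1, 955 in pool 2, 682 in pool 3 and 1953 genes over the 3 pools. Of these 1953 genes, 11.9% were also the nearest gene of an IgG peak. The median distance to the nearest start site was 31.6 kb in pool 1, 32.6 kb in pool 2 and 27.5 kb in pool 3, against 30.1 kb for IgG peaks and 29.9 kb for random placement. Peaks within 10 kb of a start site made up 23.9% of pool 1 (Wilson 95% interval 20.4 to 27.9), 23.8% of pool 2 (21.3 to 26.5) and 26.8% of pool 3 (23.7 to 30.2), against 22.8% of IgG peaks (20.3 to 25.5) and 26.7% of random positions. Such intervals cover counting error only, and 2, 14 and 12 peaks of the 3 pools on unplaced sequences had no gene assigned. At a score of 70 or more, 104 peaks were left in pool 1, 450 in pool 2 and 508 in pool 3.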

As result, a total of 2247 peaks were detected as well as a total of 4250 genes as the nearest genes to the peaks. Therefore, a methodological approach based on the one described in Villalba–Benito et al. [14] was used for the purpose of selecting a handful of putative targets as well as the most reliable genes suitable to be HSCR candidate genes (pipeline described in the Methods Section). Application of the data analysis pipeline for ChIP-Seq allowed for the identification of 19 PAX6 target genes that resulted from 17 different PAX6 binding regions (Table 1). 

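Each of the 34 peaks that Table 1 gives for the 17 PAX6 binding regions was found in the list of its stated pool, with start and end within 1 bp and a score within 0.005 of the paper's. Regions in introns numbered 12, the other 5 were intergenic, and 6 lay within 10 kb of a transcription start site. Brd3, which encodes a bromodomain protein that binds acetylated histones, held its region in an intron on chromosome 2 from 27332646 to 27333262, with a score of 69.33 in pool 1 and 113.72 in pool 3. The region of Acadm, the gene of medium-chain acyl-CoA dehydrogenase, and Rabggtb, which encodes a subunit of Rab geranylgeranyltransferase, lay between these genes on chromosome 3 from 153584776 to 153585291, 9104 bp upstream of the start of Rabggtb. The Col4a2 region lay in an intron of this type IV collagen gene on chromosome 8 from 11352054 to 11352549. The nearest start site there, 39476 bp away, was that of the neighbouring Col4a1, and the start of Col4a2 was almost as close, at 39496 bp. The Gng4 region lay in an intron of Lyst, 30890 bp upstream of the start of Gng4, and the regions of Atxn1 and Nxph1 lay in introns 123672 bp and 272830 bp downstream of the nearest start of these genes. Peaks of the stated pools overlapped in 16 regions, by 10 bp at Mcc and by up to 562 bp at Nxph1. At Il10ra, which encodes a subunit of the interleukin 10 receptor, the peaks of pools 1 and 2 lay 847 bp apart in introns of the gene. When the overlap had to cover 50% of both peaks, 9 of the regions were left. None of the 34 peaks overlapped an IgG peak. The paper states that overlapping peaks from IgG were eliminated, so this count is no test of specificity.

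**Figure D1:**
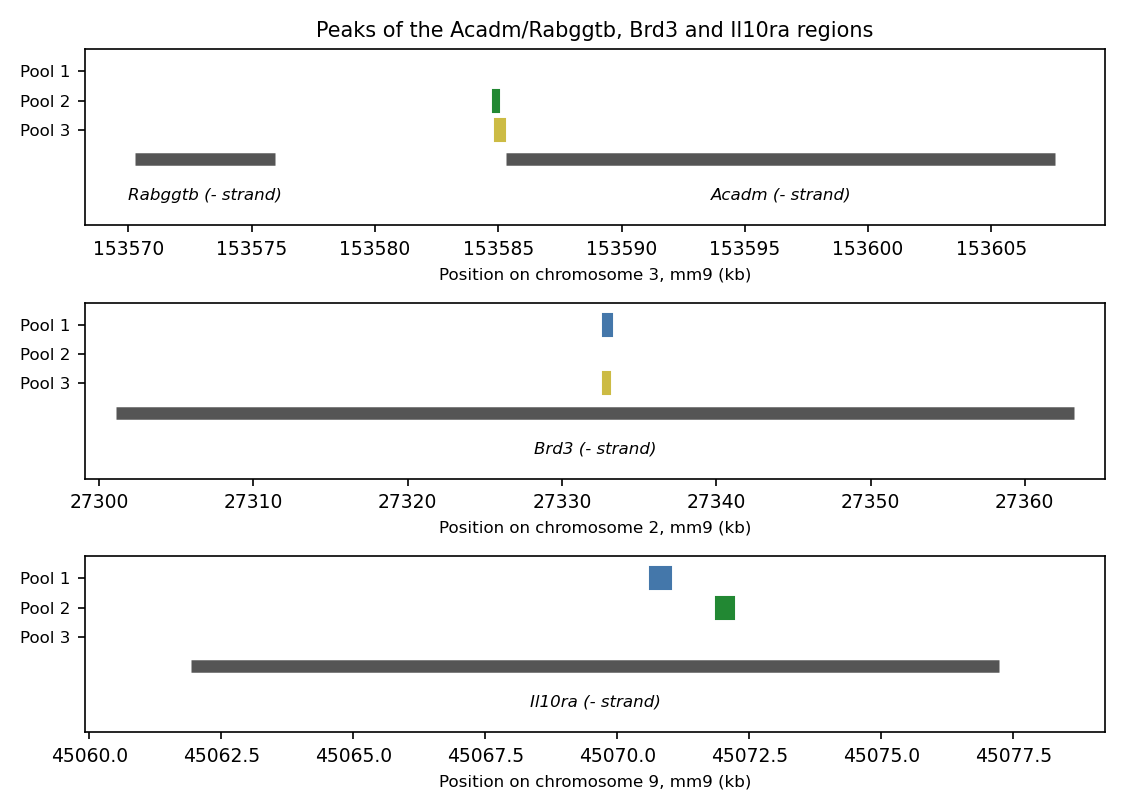
Peaks (coloured bars, one height per pool) and gene bodies (grey bars) at the Acadm/Rabggtb, Brd3 and Il10ra regions, with the mm9 position in kb on the horizontal axis. The peaks overlap between pools at the upper and middle regions and lie 847 bp apart at Il10ra.

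In pool 2 the 15 peaks of Table 1 had a median score of 95.92 against 68.98 for the other 1017 peaks, a difference of 26.9 (permutation test, two-sided, adjusted p = 0.00375 over 3 pools). The difference was 7.345 for the 7 peaks in pool 1 (permutation test, adjusted p = 0.129) and -17.9 for the 12 peaks in pool 3 (permutation test, adjusted p = 0.312). Of the 34 scores, 10 were 100 or higher and 11 were under 70.
From the genes that at least 2 of its 3 programs assigned to peaks in at least 2 of the 3 pools, the paper concludes that PAX6 has 19 target genes in these cells.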

To further characterize these 17 PAX6 binding regions, we investigated the presence of possible novel PAX6 DNA-binding motifs into these sequences using the MEME-ChIP tool (motif discovery). This analysis revealed two possible biologically relevant motifs that were over-represented (Table 2). 

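Both motifs are variations on a CA or TG repeat, and 14 of the 17 PAX6 binding regions held at least motif 2. Motif 1 (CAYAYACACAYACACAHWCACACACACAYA, up to 6 of 30 bases mismatched, both strands) was found in 12 regions, which are the 9 listed in Table 2 and those of Il10ra, Kcnq1 and Nxph1. At Il10ra the region includes the gap between its peaks. The best match there, from 45071000 to 45071029, ran past the end of the pool 1 peak at 45071019 into that gap. Motif 2 (GTATRTGTGTGTGT, up to 2 of 14 bases mismatched) was found in 14 regions, the 11 of Table 2 and those of Brd3, Kcnq1 and Speer5-ps1. The region upstream of Arl15 matched both motifs without a mismatch, motif 1 with the sequence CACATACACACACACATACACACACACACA on chromosome 13 from 114579947 to 114579976. In an intron of Atxn1, a gene expressed in the nervous system, the region held an uninterrupted repeat of 35 bp. The Acadm/Rabggtb and Gng4 regions matched motif 2 with 2 mismatches each and were lost when 1 was allowed. The regions of Dgki, Mcc and Smad9 held neither motif.
The authors derived both motifs from these 17 regions, so an excess there over random regions was fixed beforehand and gives no test. Motif 1 was in 74.2% of all PAX6 peaks of the 3 pools (Wilson 95% interval 72.3 to 76.0) and in 87.9% of IgG peaks (85.7 to 89.7), against 7.52% of random positions. For motif 2 these shares were 75.8%, 89.5% and 11.0%. The share of peaks with motif 1 in the 3 pools minus that in IgG was -13.7 percentage points (Fisher's exact test, two-sided, adjusted p = 5.23e-19 over 10 comparisons). This test takes peaks as units and sets the difference against counting error alone, while the pools themselves held the motif in 68.7%, 72.1% and 80.9% of their peaks and IgG has 1 list, so the spread between lists is not covered. Between the Table 1 regions (70.6%, 46.9 to 86.7) and the other PAX6 peaks (74.3%) the odds ratio was 0.831 (0.271 to 3.03, Fisher's exact test, adjusted p = 0.781). The number of mismatches and the comparison with IgG peaks were chosen after the data were seen.

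**Figure D2:**
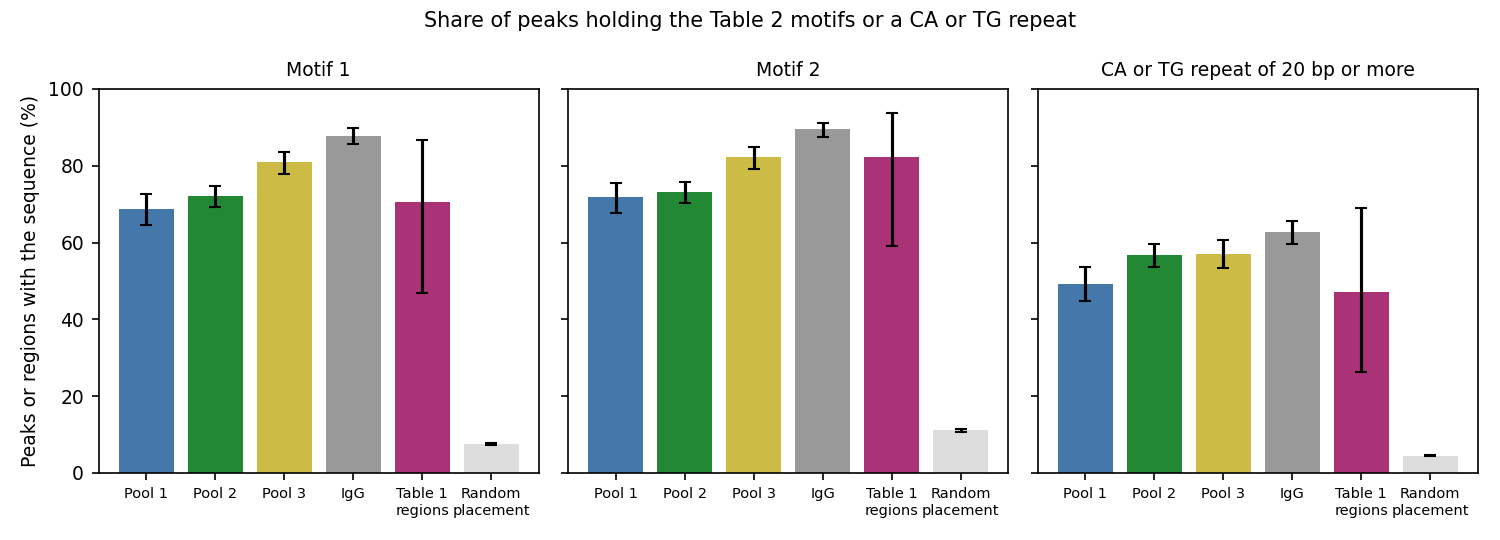
Share of peaks or regions (percent, vertical axis) that hold motif 1, motif 2 or a CA or TG repeat of at least 20 bp, for the 3 pools, IgG, the Table 1 regions and random placement of the PAX6 peaks. Error bars are Wilson 95% intervals, and the share of motif 1 runs from 7.52% for random placement to 87.9% for IgG.

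The paper proposes both sequences as possible biologically relevant motifs.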

### 2.2. Selection of Genes to Evaluate Their Implication in ENS Development and HSCR

To determine the involvement of PAX6 target genes in human ENS development, we searched for the human orthologs genes of the PAX6 target genes identified in mice by the Mouse Genome Informatics database (MGI). It should be noted that the human orthologs gene for *Speer5-ps1*, *Gm15997*, and *Wdr95* still remain unknown. Therefore, we eliminated these genes from the analysis. 

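Speer5-ps1 is annotated as a pseudogene on chromosome 10 from 43931209 to 43938994 of mm9, and its PAX6 binding region lay 39226 bp upstream of its start, from 43891775 to 43892191. The nearest protein-coding gene of that region was Atg5, which is required for autophagy, with a start site 96181 bp away. The region rested on a peak of score 80.89 in pool 1, shared by 20 peaks of that pool, and on a peak of score 84.05 in pool 2, which overlapped by 298 bp. Gm15997 is annotated as a processed transcript on the minus strand of chromosome 5 from 150291631 to 150340605, and Wdr95 is a protein-coding gene on the plus strand from 150331254 to 150414470, so that the genes overlap head to head. Their common region, from 150321645 to 150322230, lay in an intron of Gm15997 and 9316 bp upstream of the start of Wdr95. Its peaks had a score of 60.47 in pool 1 (rank 268 of 491) and of 53.95 in pool 3 (rank 688 of 724), and they overlapped by 531 bp.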

Afterwards, gene interactions of the PAX6 target genes by the Ingenuity Pathway Analysis (IPA) tool were analyzed. Our main aim was to identify new potential susceptibility genes for HSCR and thus, after analyzing them, we decided to select 10 additional genes (*TGFB1, VHL, APP, MYC, NTRK1, GRB2, HRAS, HTT, TNF*, and *HIST1H3A*) based on their interaction with several PAX6 target genes (Table S1). Therefore, a total of 26 genes were considered to further assess their potential implication in ENS development and HSCR (16 PAX6 target genes and 10 related genes) (Table 3).

### 2.3. Gene Expression Patterns in NLBs From HSCR Patients Versus NLBs From Controls

To identify if the selected genes were involved in human ENS development, their gene expression profiles were analyzed using NLBs from the human gut. We observed expression of 11 genes, 5 of them being PAX6 target genes (*ACADM*, *ATXN1*, *BRD3*, *COL4A2*, *RABGGTB*) and the remaining genes being related to them (*APP*, *GRB2*, *HRAS*, *HTT, MYC*, *TGFB1*) (Figure S1). It is worth mentioning the identification of *Edn3* as a target gene of PAX6 since EDN3 is a member of one of the main pathways implicated in HSCR. 

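Edn3, which encodes a ligand of the endothelin receptor EDNRB that enteric precursors need to colonise the gut, lies on the plus strand of chromosome 2 from 174586120 to 174609543 of mm9. Its PAX6 binding region is intergenic, from 174541129 to 174541903, with its centre 44604 bp upstream of the nearest Edn3 start site. The region rested on a peak of 590 bp in pool 2 with a score of 72.63 (rank 413) and a peak of 285 bp in pool 3 with a score of 78.44 (rank 481). Pool 1 had no peak at this position. The peaks shared 100 bp, from 174541619 to 174541718, with the sequence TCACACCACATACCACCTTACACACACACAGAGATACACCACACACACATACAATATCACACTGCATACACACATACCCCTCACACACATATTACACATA. The best matches to the Table 2 motifs lay outside the shared part, motif 1 with 2 mismatches from 174541772 to 174541801 and motif 2 with 0 mismatches from 174541512 to 174541525. Within the shared 100 bp, motif 2 was matched with 1 mismatch and motif 1 with 7, which is over the limit of 6.

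**Figure D3:**
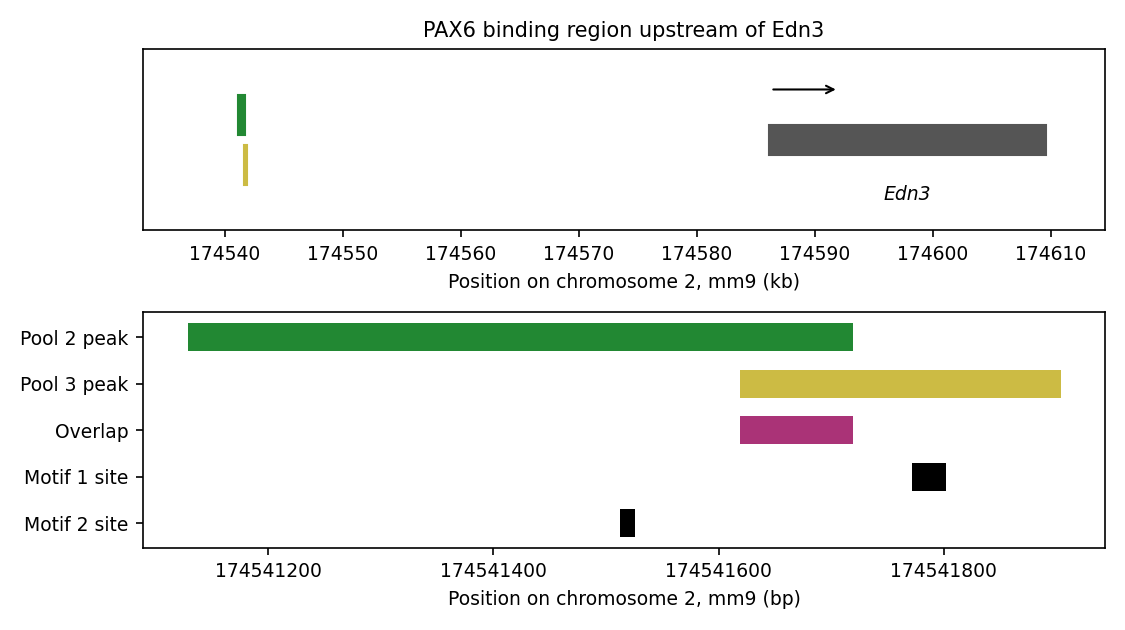
Peaks of pools 2 and 3 and the Edn3 gene body (grey, arrow in the direction of transcription) on chromosome 2 of mm9 (upper panel, kb), and the peaks, their overlap and the best motif matches (lower panel, bp). The peaks share 100 bp and lie 44604 bp upstream of the start of Edn3.

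Ednrb, the receptor gene, had 4 peaks within 100 kb of its start, none of which overlapped another. In pool 3 the peak lay 70.2 kb upstream, on chromosome 14 from 104313346 to 104313853, with a score of 255.85 (rank 12). The peaks of pool 2 lay 13.3 kb upstream and, in an intron, 13.5 kb downstream, and the peak of pool 1 lay 20.6 kb upstream. Of 32 genes of Hirschsprung disease and of the RET and EDNRB pathways, listed before the data were examined, 7 had a PAX6 peak within 100 kb of a start site, against 15.6% of all protein-coding genes (odds ratio 1.52, Fisher's exact test, two-sided, adjusted p = 0.723 over 6 lists). Besides Edn3 and Ednrb these were Pax6 itself, Pspn, Ptch1, Sema3c and Sema3d. When only the nearest gene of each peak was counted, 9 genes of the list had a PAX6 peak (adjusted p = 0.00391 from Fisher's exact test), but random placement of the peaks gave 7.58 (one-sided adjusted p = 0.967), a comparison chosen after the data were seen.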

We did not detect expression in human NLBs, which agrees with the expression pattern of *EDN3* in the surrounding mesenchyme of ENS. However, our interest in this study was not the study of well-known genes related to the disease, rather than detecting new genes involved in such pathology. Thus, we focused on following up the study of new candidate genes. 

To assess the possible role of these genes in the pathogenesis of HSCR, their expression levels in NLBs from HSCR patients versus controls were compared. We identified 5 genes with statistically significant different expression levels (*GRB2*, *BRD3*, *HRAS*, *RABGGTB*, and *TGFB1*; *p*-value ≤ 0.05). Specifically, *HRAS*, *RABGGTB*, and *TGFB1* were upregulated, whereas *GRB2* and *BRD3* were downregulated in HSCR-NLBs (Figure 1).

### 2.4. Identification and Assessment of Susceptibility Rare Variants for HSCR in the Genes Expressed in Human ENS

The sequences of the genes that showed expression in human NLBs (*ACADM*, *ATXN1*, *BRD3*, *COL4A2*, *RABGGTB*, *APP*, *GRB2*, *HRAS*, *HTT*, *MYC*, *TGFB1*) were analyzed to identify potential pathogenic variants related to HSCR, through the analysis of the whole exome sequencing (WES) data from 56 HSCR patients [15]. As a result, a set of rare variants were identified in *ATXN1*, *RABGGTB*, *COL4A2*, *HTT*, *APP*, and *GRB2*. All these rare variants were inherited from one of their parents and occasionally they appeared in an unaffected sibling; therefore, it seems that these rare variants do not play an important role in HSCR susceptibility. Such variants are available under request. 

### 2.5. Functional Networks Shared among the Possible Susceptibility Genes for HSCR

To determine the functional association networks among the genes identified as putative susceptibility genes in HSCR, we used GeneMANIA software (Figure S2). As a result, all the genes interacted with each other through physical interactions, co-expression, and pathway. In addition, gene function prediction showed that *TGFB1*, *HRAS*, and *GRB2* contribute to the ErbB or epidermal growth factor receptor (EGFR) signaling pathway. *HRAS* and *TGFB1* also showed functions related to cell cycle and cell migration regulation.

### 2.6. GRB2 Implication in the Onset of HSCR

Based on our results and the fact that *GRB2* encodes for the intracellular adaptor protein growth factor receptor-bound 2, which is involved in RET/GDNF/GFRA1 signaling, we decided to further investigate the association of *GRB2* with HSCR onset. We performed a mutational screening by direct sequencing of the *GRB2* gene, including its coding sequence, intron/exon boundaries and untranslated regions (UTR) in 267 isolated HSCR patients. As a result, we identified several *GRB2* rare variants that alone do not seem to significantly contribute to the manifestation of the phenotype, ruling out, therefore, the presence of deleterious mutations in this gene as a mechanism leading to HSCR. The variants identified in GRB2 are available on request. 

To investigate the function of GRB2 in the onset of HSCR, *Grb2* expression was downregulated in NLBs from mouse. *Grb2* expression was reduced by 30% compared to the control. It is important to mention that this reduction was very similar to *GRB2* downregulation found in NLBs from HSCR patients. First, we analyzed the effect of *Grb2*-knockdown (LV-*Grb2*) on NLBs’ growth, but no changes in size or number of NLBs were identified. Then, we performed an expression analysis of markers associated with the enteric precursor (p75), neural precursor (Nestin) and neuronal precursor cell (βlll-Tubulin). As a result, LV-*Grb2* cultures showed a soft decline of Nestin^+^ cells compared to both the uninfected group (control) and non-target control group (LV-off-target) conditions (12% and 14.9% respectively). Data are shown in Figure 2.

## 3. Discussion

Neural crest-derived cells give rise to ENS through a complex process carefully regulated by interacting signals and a specific gene expression pattern. It is accepted that failures in these processes are responsible for the incomplete gut colonization by these cells during embryonic development, resulting in HSCR. A deeper knowledge about transcriptional programs required for EPCs development, might help us to identify new genes, pathways, and mechanisms involved in HSCR pathogenesis. Specifically, *PAX6* was described by our group as a potential susceptibility gene for HSCR, suggesting that it could have a regulatory role on the transcriptional network during the ENS development [12]. Thus, we have focused on the identification of the gene expression pattern established by PAX6 and their potential implication in the ENS development and in HSCR.

In the current study, we identified 11 genes with a potential role during human ENS development based on their expression in human NLBs. *ACADM*, *COL4A2*, *RABGGTB*, *ATXN1*, and *BRD3* were identified as PAX6 targets and *HRAS*, *HTT*, *MYC*, *APP*, *TGFB1*, and *GRB2* as genes related to such targets. In addition, the approach carried out revealed a group of genes that might be involved in the onset of HSCR, being good candidates to further investigate their role during ENS development (*GRB2*, *BRD3*, *HRAS*, *RABGGTB*, and *TGFB1*). The workflow with the selection, prioritization, and further validation of the candidate genes is shown in Figure 3. 

Transcription factors bind to short 5–20 bp segments of DNA to regulate gene expression. Such regulatory sequences can be discovered computationally by a computational algorithm that looks for a short, conserved, and often repeated pattern called “the motif”. Such motifs are likely to be the transcription factor binding sites [16]. We detected two potential biologically relevant sequences over-represented in the PAX6 binding sequences. 

Our results about *Edn3* as a PAX6 target allowed us to validate the experimental approach performed in the present study to identify new susceptibility genes for HSCR, as well as to reinforce the role of PAX6 during ENS development. This study has prompted us to examine in detail in future studies the regulatory mechanism of PAX6 over *EDN3* since, given that transcription factors can inhibit gene expression [17,18,19], PAX6 might be playing an inhibitory role on *EDN3*.

The detection of *GRB2* as a new candidate gene for HSCR should be mentioned. *GRB2* encodes for the intracellular adaptor protein growth factor receptor-bound 2, which is involved in RET/GDNF/GFRA1 signaling. *RET* activation results in phosphorylation of key docking tyrosines that bind to several intracellular adaptor proteins such as GRB2, and therefore, this protein acts as a regulator of this signaling pathway during ENS development [20]. GRB2 can directly bind to RET Y1096 and indirectly to RET Y1062, leading to PI3K/AKT or MAPK signaling activation [21]. A variant at Y1062 caused distal colon aganglionosis reminiscent of HSCR in mice and it has also been described in HSCR patients [22,23]. Based on our data, *Grb2* knockdown in ENS precursors resulted in a slight reduction in Nestin-expressing cells (neural precursor cell), suggesting that these enteric precursors could be in a more differentiated state as compared with the control. However, we did not observe any difference in the number of beta-tubulin III-expressing cells, suggesting that *Grb2* has no effect on neuronal differentiation. Some studies have described a role of *Grb2* that affects the cellular processes related to glial cells [24,25]. Therefore, although further studies are needed, it seems that *Grb2* might have a role in glial differentiation. 

*RABGGTB* showed differential expression in NLBs from HSCR patients. *RABGGTB* is highly expressed between E11.5 and E13.5 during mouse embryos’ development [26,27]. In mice, neural crest cells (NCCs) reach the region of the caecum at E11.5 and completely colonize the intestine at E14.5 [28].

It is also interesting to notice the identification of *APP* as a gene with a potential role during human ENS development. According to our study, this gene was previously identified to be highly expressed in enteric NCCs together with *Ret* and *Sox10*, as well as a key regulator of ENS development [29], and a potential gene associated with HSCR [30].

In our study, we have observed that these potential susceptibility genes for HSCR were functionally connected to each other. In particular, *TGFB1*, *HRAS*, and *GRB2* were predicted to be involved in the ERBB signaling pathway, which plays an important role in the development of ENS [31]. Moreover, some genes implicated in this pathway (*NRG1* and *NRG3*) have already been identified as susceptible genes for HSCR [32,33,34]. These functional connections further support the role of these candidate genes in ENS formation.

In conclusion, we deepened the understanding of the expression pattern regulated by PAX6 during the ENS development and determined a set of genes directly regulated by PAX6 through specific regulatory binding sequences. Moreover, we showed a group of genes with a potential implication in ENS development and in HSCR onset. Among them, we identified *GRB2* and its direct association with HSCR for the first time. The application of the approach carried out in this study can be an effective method for the knowledge of the genetic background of other rare disorders with a complex genetic basis. 

## 4. Materials and methods 

### 4.1. Generation of Enteric NLBs

The isolation of EPCs from postnatal gut represents a powerful tool for the study of ENS development. In culture, these cells form aggregates in suspension known as NLBs, which contain neural crest-derived stem cells and their progeny. Enteric NLBs from human and CD-1 mice (P7) postnatal ganglionic gut were obtained and cultured as previously described by Torroglosa et al. [13]. Primary NLBs without subcultures were used, since secondary and tertiary NLBs acquire different properties compared with primary NLBs [35]. All the procedures involving mice were performed in accordance with the European Union guidelines (2010/63/EU) and the Spanish law (R.D. 53/2013 BOE 34/11370-420, 2013) related to the care and use of laboratory animals, and they were approved by the Animal Experimentation Ethics Committee (EAEC/IEC) of University Hospital Virgen del Rocío/Institute of Biomedicine of Seville (IBIS) (Project identification code: 1509-N-16 (December 2015), 2149-N-19 (December 2019) and 20191220134633-1 (October 2019), which complies with the tenets of the declaration of Helsinki). Human NLBs were extracted from 17 non-related patients diagnosed with isolated HSCR (L-HSCR = 1; S-HSCR = 16, male: female = 14:3). A total of 6 patients with other gastrointestinal disorders such as anorectal malformations and enterocolitis were considered as controls (male:female = 3:3). The age range of the subjects studied was 3 months to 3 years. Written informed consent for surgery, clinical, and molecular genetic studies was obtained from the guardians of all children.

### 4.2. ChIP-seq Assay

ChIP-seq assay was performed in EPCs derived from mouse-NLBs (10^6^). ChIP-seq and sequencing data analysis were carried out as previously described in detail in Villalba–Benito et al. [14]. A 10% of samples volume/reaction was kept as controls (input) before immunoprecipitation. Mouse IgG (Diagenode) was used as negative control (IgG) for ChIP assay in parallel with Anti-PAX6 antibodies (Millipore, Burlington, MA, USA) at 3 µg. A total of 3 pools of libraries, containing 16 ChIP, 16 inputs, and 4 IgG samples were sequenced in the MiSeq System (Illumina, San Diego, CA, USA). Bowtie was used to align ChIP-seq reads to mouse genome mm9. Model-based Analysis of ChIP-Seq (MACS) was used for calling the genomic regions significantly enriched (peaks). Overlapping peaks from IgG libraries with respect to input were eliminated from the analysis in order to ensure the quality of the results, and to obtain the specific target regions of PAX6. 

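PAX6 peaks that overlapped an IgG peak by at least 1 bp were still present in the lists of all 3 pools, 82 in all, and their share was highest in pool 1. They made up 38 of 491 peaks in pool 1 (7.74%, Wilson 95% interval 5.69 to 10.4), 17 of 1032 in pool 2 (1.65%, 1.03 to 2.62) and 27 of 724 in pool 3 (3.73%, 2.58 to 5.37). The highest scoring IgG peak, with a score of 209.19, lay in an intron of Spock1 on chromosome 13 from 57716407 to 57717476 and overlapped a peak of pool 1. Near Prox1, a transcription factor gene that PAX6 regulates in other tissues, a peak of pool 1 on chromosome 1 from 192006473 to 192007152 overlapped an IgG peak. Another overlap between pool 1 and IgG lay 79.5 kb from the start of Tgfb1, on chromosome 7 from 26556724 to 26557179.

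**Figure D4:**
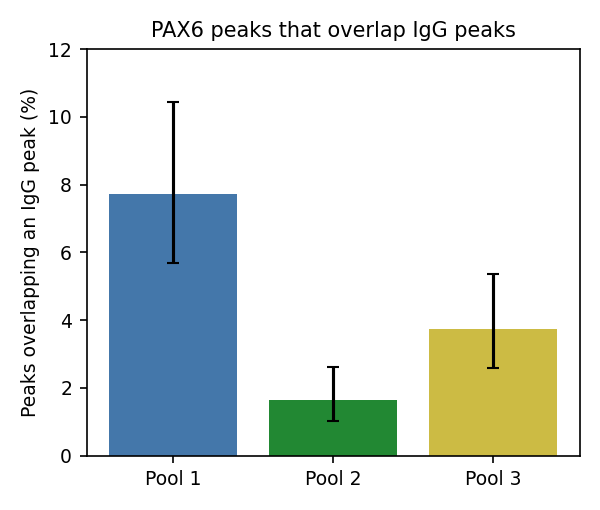
Share of the peaks of each pool that overlap an IgG peak (percent), with Wilson 95% intervals as error bars. The share is 7.74% in pool 1, 1.65% in pool 2 and 3.73% in pool 3.

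Overlap with IgG exceeded random placement 207-fold for pool 1, 46.1-fold for pool 2 and 105-fold for pool 3 (permutation of positions, 10000 placements, one-sided adjusted p = 0.0001, the smallest they can give). Pool 1 exceeded pool 2 by 6.09 percentage points (Fisher's exact test, two-sided, adjusted p = 6.50e-08) and pool 3 by 4.01 points (adjusted p = 0.00409), in tests that take peaks as units and cover counting error but no spread between lists. With PAX6 and IgG peaks both limited to a score of 70 or more, the differences were 10.6 and 9.00 points (Fisher's exact test, adjusted p = 1.96e-08 and 7.19e-05). At a limit of 100, which left 8 peaks in pool 1 and 35 for IgG, they were 0 and -0.526. With only the PAX6 peaks limited, a setting chosen after the data were seen, the differences at 70 were 11.7 and 9.72 points (Fisher's exact test, adjusted p = 7.88e-06 and 0.000528). At 100 they were 21.5 and 21.1 points (Fisher's exact test, adjusted p = 0.0745 for both). These 82 peaks were removed before regions shared between pools were counted.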

Regarding sequencing data analysis, all the FASTQ files from the ChIPs within the same pool were merged before using the MACS software. Then, BETA minus (http://cistrome.org/ap/root), PAVIS (http://manticore. niehs.nih.gov/pavis2/), and PAPST (https://github.com/paulbible/papst) tools were used to identify the genes located nearest to the regions represented by those peaks. Finally, we selected the genes obtained after the analyses of at least 2 of the 3 software in at least 2 of the 3 pools (Figure 4).

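Of the 2165 peaks that overlapped no IgG peak, 49 (2.26%) lay in a region shared by at least 2 pools, and none of these regions was shared by all 3. The shared regions numbered 24, of which 5 joined pools 1 and 2, 4 joined pools 1 and 3 and 15 joined pools 2 and 3, and they included 16 of the 17 regions of Table 1. The best ranked of them by the lower of its ranks in the pools was the Atxn1 region, with a score of 108.42 in pool 2 (rank 105) and 136.16 in pool 3 (rank 188). Next came the Speer5-ps1 region and the region of Mcc, a tumour suppressor gene of colorectal cancer, with scores of 181.78 in pool 2 and 120.18 in pool 3. The lists differ in length, and by percentile within the list Speer5-ps1 came before Atxn1. The lower percentile was 75.6 for Speer5-ps1 (pool 2) and 73.8 for Atxn1 (pool 3). Random placement of every peak on its own chromosome gave 0.546 shared regions on average and at most 5, so that the observed number was 44.0-fold higher (permutation of positions, 10000 placements, one-sided p = 0.0001). CA or TG repeats of at least 20 bp lay in 12 of the shared regions, among them those of Atxn1 and Kcnq1. With repeat-bearing peaks placed only at such repeats, a setting chosen after the data were seen, random placement gave 2.53 shared regions and a 9.50-fold excess (permutation of positions, one-sided p = 0.0001). In pool 2 the peaks in shared regions had a median score 15.8 higher than the others (permutation test, two-sided, adjusted p = 0.00381), and the difference was -1.515 in pool 1 (permutation test, adjusted p = 0.760) and -27.5 in pool 3 (permutation test, adjusted p = 0.109). When the overlap had to cover 50% of both peaks, it was 11.9 in pool 2 (permutation test, adjusted p = 0.111) and -44.6 in pool 3 (adjusted p = 0.0397 in the same test), and with peaks within 1 kb it was 14.2 in pool 2 (permutation test, adjusted p = 0.0512). At the level of genes, also chosen after the data were seen, 139 genes were the nearest gene of peaks from at least 2 pools, among them 16 of the 19 genes of Table 1. Random placement gave 124 such genes (105 to 142 in 95% of placements, permutation of positions, one-sided p = 0.0594). Limited to start sites within 100 kb, the number was 75 against 50.4 (permutation of positions, one-sided p = 0.0003), and Atxn1 and Nxph1 were then lost. It was 203 against 195 for protein-coding genes (permutation of positions, one-sided p = 0.231) and 355 against 332 for every gene within 100 kb (p = 0.274 in the same test).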

### 4.3. qRT-PCR

The expression pattern was analyzed in NLB cultures through the TaqMan® Array Plate (Life Technologies, Carlsbad, CA, USA) in the Applied Biosystems 7900HT system (Life Technologies, Carlsbad, CA, USA). Total RNA was isolated using RNeasy Micro kit (Qiagen, Hilden, Germany). Synthesis of cDNA was performed using PrimeScript RT Master Mix (Takara, Kusatsu, Japan). The results were analyzed using the RQ Manager Software (Life Technologies, Carlsbad, CA, USA) based on the comparative cycle threshold (Ct) (ΔΔCt) method. *GAPDH* was used as an endogenous control gene. Following the software recommendations, we considered expression when Ct values were less than 35.

### 4.4. Grb2 Small Hairpin RNA-Expressing Lentiviral Vectors and Infection of NLB Cultures

Lentiviral vectors that constitutively expressed a small hairpin RNA (shRNA) directed against Grb2 mRNA were used to knock-down their expression in mouse NLBs. The ShRNA non-target control was used as the control (Sigma Aldrich, St. Louis, MO, USA). Cultures were divided into 3 groups: Uninfected group (control), shRNA non-target control group (LV-off-target), and infected group (LV-*Grb2*). Both LV and LV-off-target conditions were infected with a combination of two different shRNAs at a multiplicity of infection of 2. *Grb2* expression was evaluated through SYBR Green method (Bio-Rad, Hercules, CA, USA).

### 4.5. Grb2-Knockdown Study in NLB Cultures

In order to evaluate the *Grb2*-knockdown effect on the neurogenesis and cell growth, the expression of Nestin, βIII-Tubulin, and p75 markers, as well as both the size and number of NLBs were analyzed as previously described in Torroglosa et al. [36]. 

### 4.6. Sequence Variants Analysis 

Potential susceptibility variants for HSCR were searched in the gene sequences with expression in human NLBs using WES data from 56 HSCR patients [15]. Mutational screening of *GRB2* was performed in our series of 267 isolated HSCR patients by Sanger sequencing (187 S-HSCR, 27 L-HSCR, 19 TCA, and 55 with phenotype not available) using an ABI PrismH3730 Genetic Analyzer and the SeqScape v2.5 software (Life Technologies, Carlsbad, CA, USA). 

### 4.7. Databases and in Silico Tools

Several tools and databases were used in order to perform a comprehensive analysis of the results. The human orthologs of the PAX6 target genes selected in mouse were searched using MGI (http://www.informatics.jax.org). Gene interactions of our target genes as well as their functions were obtained through the IPA tool and GeneMANIA database (http://genemania.org/) [37]. For de novo discovery of motifs in a set of sequences, we used the web application MEME-ChIP (http://meme-suite.org/tools/meme-chip) [38]. 

### 4.8. Statistical Analyses for Gene Expression Studies

Data were presented as the mean ± SEM (standard error mean) of values obtained from at least three experiments. Comparisons between values obtained in control NLBs and HSCR-NLBs were analyzed using the Student’s *t*-test. Differences were considered significant when the *p*-value ≤ 0.05.

## Figures and Tables

**Figure 1:**
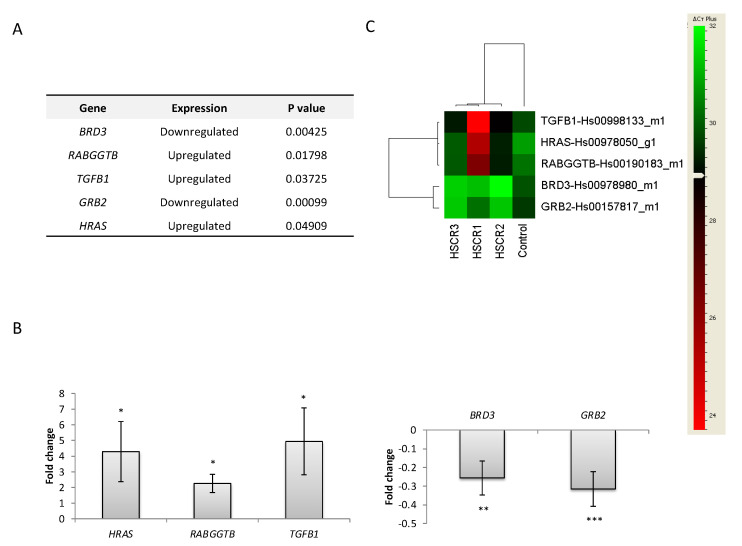
Genes with different expression levels in Hirschsprung disease (HSCR)-NLBs. (**A**) Genes that showed different expression levels between HSCR-NLBs and control NLBs. Analysis of differential gene expression of potential susceptibility genes for HSCR. (**B**) Analysis of differential gene expression relative to a fold change. (**C**) Heat map representative of the results. The heat map was generated using DataAssist v3.0 software (Life Technologies) and it represents the messenger RNA expression levels of such genes expressed in colon tissue from HSCR patients and controls. Genes were hierarchically clustered by Pearson correlation coefficient using average linkage. The color scale, representing ΔCt, is shown on the right side. Green indicates genes with relatively decreased expression in HSCR, whereas red indicates genes with relatively increased expression in HSCR compared with the controls. * *p* value < 0.05, ** *p* value < 0.01 and *** *p* value < 0.001.

**Figure 2:**
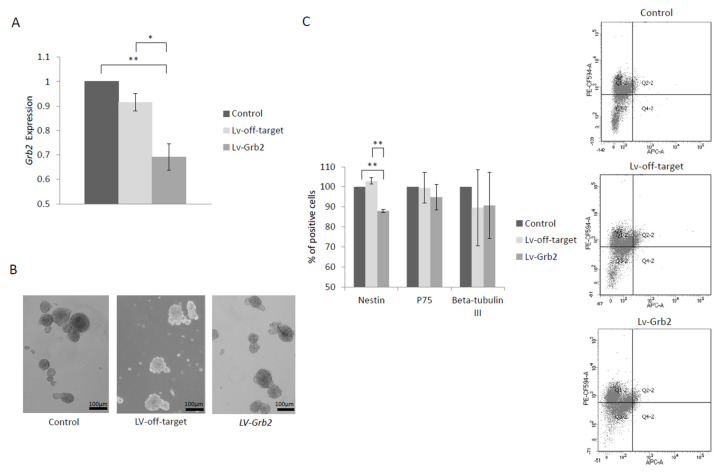
Functional role of *Grb2* in NLB cultures. (**A**) *Grb2* expression on mouse enteric precursor cells’ (EPCs) *Grb2* downregulation. Uninfected group (control), small hairpin RNA (shRNA) non-target control group (LV-off-target), and infected group (LV-*Grb2*). *p*-value control/LV-*Grb2* = 0.0017; LV-off-target/LV-*Grb2* = 0.02. (**B**) Effect of LV-*Grb2* on the size and number of NLB cultures. (**C**) Effects of LV-*Grb2* on the cell phenotypes derived from NLBs (EPCs that express Nestin, Beta-tubulin III, or p75 markers). For Nestin, *p*-value control/LV-*Grb2* = 0.002; LV-off-target/LV-*Grb2* = 0.003. A representative image of the decrease of Nestin-expressing cells (PE-CF594-A+) in LV-*Grb2* condition detected by flow cytometry is shown on the right side. Fluorochrome APC-A corresponds to Beta-tubulin III marker. * *p* value < 0.05, ** *p* value < 0.01 and *** *p* value < 0.001.

**Figure 3:**
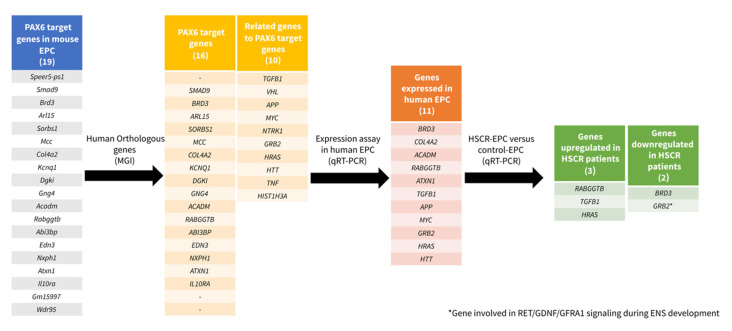
Diagram that shows the workflow with the selection, prioritization, and further validation of the candidate genes.

**Figure 4:**
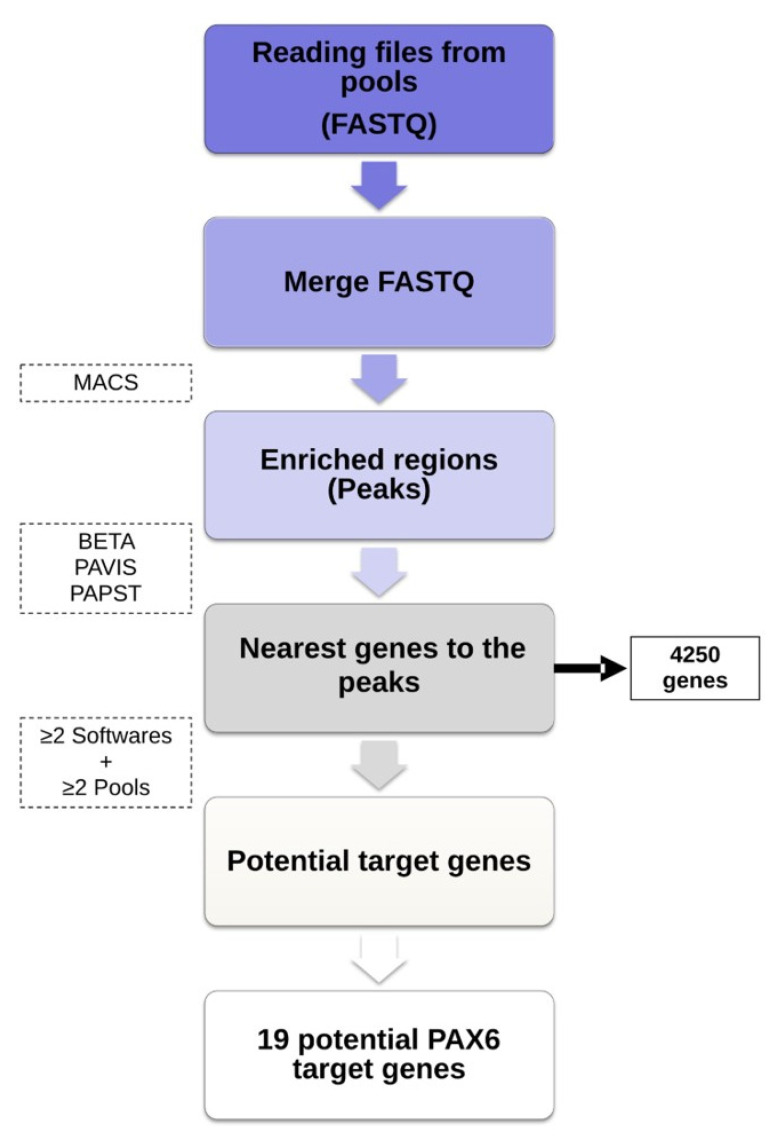
Diagram that shows the methodological approach used for the selection of PAX6 target genes.

**Table 1:** PAX6 Target Genes and Their Corresponding Peaks Within Genome Identified in Mouse Neurosphere-Like Bodies (NLBs) Through ChIP-Seq Assay.

Gene_Symbol	refseqID	Tss Distance	Chr	Start	End	Length	−10 * log10 (*p* value)	Fold_Enrichment	Experimental Replicate
**Speer5-ps1**	NR_001582	1774	chr10	43891861	43892191	330	80.89	31.34	1
		1714		43891774	43892159	385	84.05	54.84	2
***Smad9***	NM_019483	13586	chr3	54572813	54573365	552	54.2	19.01	1
		13553		54572951	54573162	211	177.55	42	2
**Brd3**	NM_001113573	1760	chr2	27332645	27333262	617	69.33	11.73	1
		1685		27332651	27333106	455	113.72	56.14	3
***Arl15***	NM_172595	−4637	chr13	114579840	114580317	477	66.57	24	2
		−4774		114579814	114580068	254	202.49	84.21	3
***Sorbs1***	NM_178362	−5037	chr19	40582865	40583513	648	329.19	118.82	2
		−5136		40582818	40583363	545	54.68	3.63	3
***Mcc***	NM_001085373	−32144	chr18	44939328	44940056	728	181.78	80.99	2
		−31615		44940046	44940397	351	120.18	50	3
***Col4a2***	NM_009932	39473	chr8	11352053	11352549	496	77.71	36.56	2
		39543		11352193	11352549	356	77.53	5.34	3
***Kcnq1***	NM_008434	78040	chr7	150371026	150371370	344	68.98	45.7	2
		78146		150371043	150371565	522	78.85	20	3
***Dgki***	NM_001081206	−92744	chr6	37156803	37157662	859	157.22	63.98	2
		−93040		37156803	37157070	267	106.97	15	3
***Gng4***	NM_001302997	−30831	chr13	13845260	13845728	468	70.97	18.11	1
		−30895		13845144	13845716	572	60.01	27.42	2
***Acadm***	NM_007382	−22702	chr3	153584775	153585035	260	99.69	45.7	2
		−22536		153584852	153585291	439	97.1	10	3
***Rabggtb***	NM_001163478	8975	chr3	153584775	153585035	260	99.69	45.7	2
		9141		153584852	153585291	439	97.1	10	3
***Abi3bp***	NM_001014422	−20897	chr16	56456644	56457478	834	96.15	30	2
		−21090		56456647	56457089	442	63.52	10	3
***Edn3***	NM_007903	−44835	chr2	174541128	174541718	590	72.63	45.7	2
		−44498		174541618	174541903	285	78.44	7.5	3
***Nxph1***	NM_008751	272432	chr6	9172169	9172731	562	57.91	26.12	1
		272487		9172167	9172843	676	95.92	54.84	2
***Atxn1***	NM_009124	123721	chr13	45936396	45936882	486	108.42	54.84	2
		123568		45936673	45936912	239	136.16	15	3
***Il10ra***	NM_008348	−6407	chr9	45070625	45071019	394	80.89	36.57	1
		−5195		45071866	45072203	337	68.59	45	2
***Gm15997***	NR_045423	−18653	chr5	150321687	150322218	531	60.47	13.46	1
		−18668		150321644	150322230	586	53.95	5	3
***Wdr95***	NM_029440	−9301	chr5	150321687	150322218	531	60.47	13.46	1
		−9316		150321644	150322230	586	53.95	5	3

**Table 2:** PAX6 DNA-Binding Motifs Recognized Within the PAX6 Binding Regions by MEME-ChIP Tool.

PAX6 Binding Motifs	Sites	Genes	E-value
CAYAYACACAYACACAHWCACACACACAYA	9	*Speer5-ps1, Atxn1, Sorbs1, Col4a2, Arl15, Abi3bp, Brd3, Wdr95/Gm15997, Edn3*	2.6 × 10^−50^
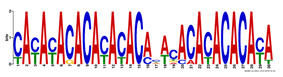			
GTATRTGTGTGTGT	11	*Col4a2, Arl15, Nxph1, Atxn1, Wdr95/Gm15997, Sorbs1, Acadm/Rabggtb, Abi3bp, End3, Gng4, Il10ra*	2.7 × 10^−12^
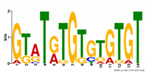			

**Table 3:** Human Selected Genes to Assess Their Expression Study in Human NLBs.

Selection Method of Genes			
PAX6 Target Genes (ChIP-Seq)		Related Genes With PAX6 Target Genes (IPA)	
Gene	Name	Gene	Name
*SMAD9*	*SMAD Family Member 9*	*TGFB1*	*Transforming Growth Factor Beta 1*
*BRD3*	*Bromodomain Containing 3*	*VHL*	*Von Hippel-Lindau Tumor Suppressor*
*ARL15*	*ADP Ribosylation Factor Like GTPase 15*	*APP*	*Amyloid Beta Precursor Protein*
*SORBS1*	*Sorbin And SH3 Domain Containing 1*	*MYC*	*MYC Proto-Oncogene, BHLH Transcription Factor*
*MCC*	*MCC Regulator of WNT Signaling Pathway*	*NTRK1*	*Neurotrophic Receptor Tyrosine Kinase 1*
*COL4A2*	*Collagen Type IV Alpha 2 Chain*	*GRB2*	*Neurotrophic Receptor Tyrosine Kinase 1*
*KCNQ1*	*Potassium Voltage-Gated Channel Subfamily Q Member 1*	*HRAS*	*Neurotrophic Receptor Tyrosine Kinase 1*
*DGKI*	*Diacylglycerol Kinase Iota*	*HTT*	*Huntingtin*
*GNG4*	*G Protein Subunit Gamma 4*	*TNF*	*Tumor Necrosis Factor*
*ACADM*	*Acyl-CoA Dehydrogenase Medium Chain*	*HIST1H3A*	*Histone Cluster 1 H3 Family*
*RABGGTB*	*Rab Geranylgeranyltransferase Subunit Beta*		
*ABI3BP*	*ABI Family Member 3 Binding Protein*		
*EDN3*	*Endothelin 3*		
*NXPH1*	*Neurexophilin 1*		
*ATXN1*	*Ataxin 1*		
*IL10RA*	*Interleukin 10 Receptor Subunit Alpha*		

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/23/9061/s1. Table S1: Additional genes selected because of their interaction with more than one of the PAX6 target genes showed by IPA tool; Figure S1: Average Ct values of candidate genes expressed in NLBs cultures from human. The upper limit of the Ct was set to be 35; Figure S2: Functional networks shared among the potential susceptibility genes for HSCR provided by GeneMANIA database.

# Supplementary material for: ChIP-Seq-Based Approach in Mouse Enteric Precursor Cells Reveals New Potential Genes with a Role in Enteric Nervous System Development and Hirschsprung Disease
**Source:** Int J Mol Sci. 2020 Nov 28;21(23):9061. doi: 10.3390/ijms21239061

## Supplementary Material

**Table S1.** Additional genes selected because of their interaction with more than one of the PAX6 target genes showed by IPA tool.

| Target genes  |                 |               |              |              |             |               |             |             |               |              |            |                |               |
|---------------|-----------------|---------------|--------------|--------------|-------------|---------------|-------------|-------------|---------------|--------------|------------|----------------|---------------|
| Related genes |                 | <i>ABI3BP</i> | <i>ACADM</i> | <i>ATXN1</i> | <i>BDR3</i> | <i>COL4A2</i> | <i>DGKI</i> | <i>GNG4</i> | <i>IL10RA</i> | <i>KCNQ1</i> | <i>MCC</i> | <i>RABGGTB</i> | <i>SORBS1</i> |
|               | <i>TGFB1</i>    |               |              | X            |             | X             |             |             | X             |              | X          |                |               |
|               | <i>VHL</i>      |               |              |              |             | X             | X           | X           |               |              | X          |                |               |
|               | <i>APP</i>      |               |              | X            | X           |               |             |             |               |              | X          |                |               |
|               | <i>MYC</i>      |               |              |              | X           | X             |             |             |               |              |            |                | X             |
|               | <i>NTRK1</i>    |               | X            |              | X           |               |             |             |               |              |            |                | X             |
|               | <i>GRB2</i>     | X             |              |              |             |               |             |             |               | X            | X          |                |               |
|               | <i>HRAS</i>     |               |              | X            |             |               |             |             |               |              |            | X              | X             |
|               | <i>HTT</i>      |               | X            |              |             | X             |             |             |               |              |            |                | X             |
|               | <i>TNF</i>      |               |              |              |             | X             |             |             | X             |              |            |                | X             |
|               | <i>HIST1H3A</i> |               |              | X            | X           |               |             |             |               |              |            |                |               |

**Figure S1.** Average Ct values of candidate genes expressed in NLBs cultures from human. The upper limit of the Ct was set to be 35.

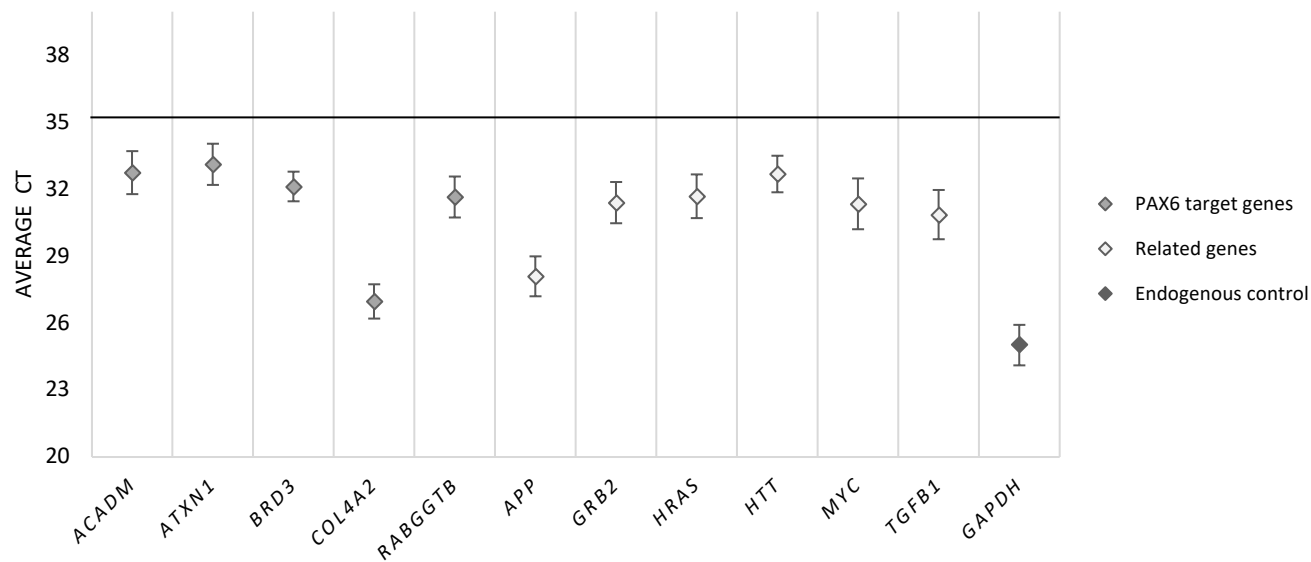

**Figure S2.** Functional networks shared among the potential susceptibility genes for HSCR provided by GeneMANIA database.

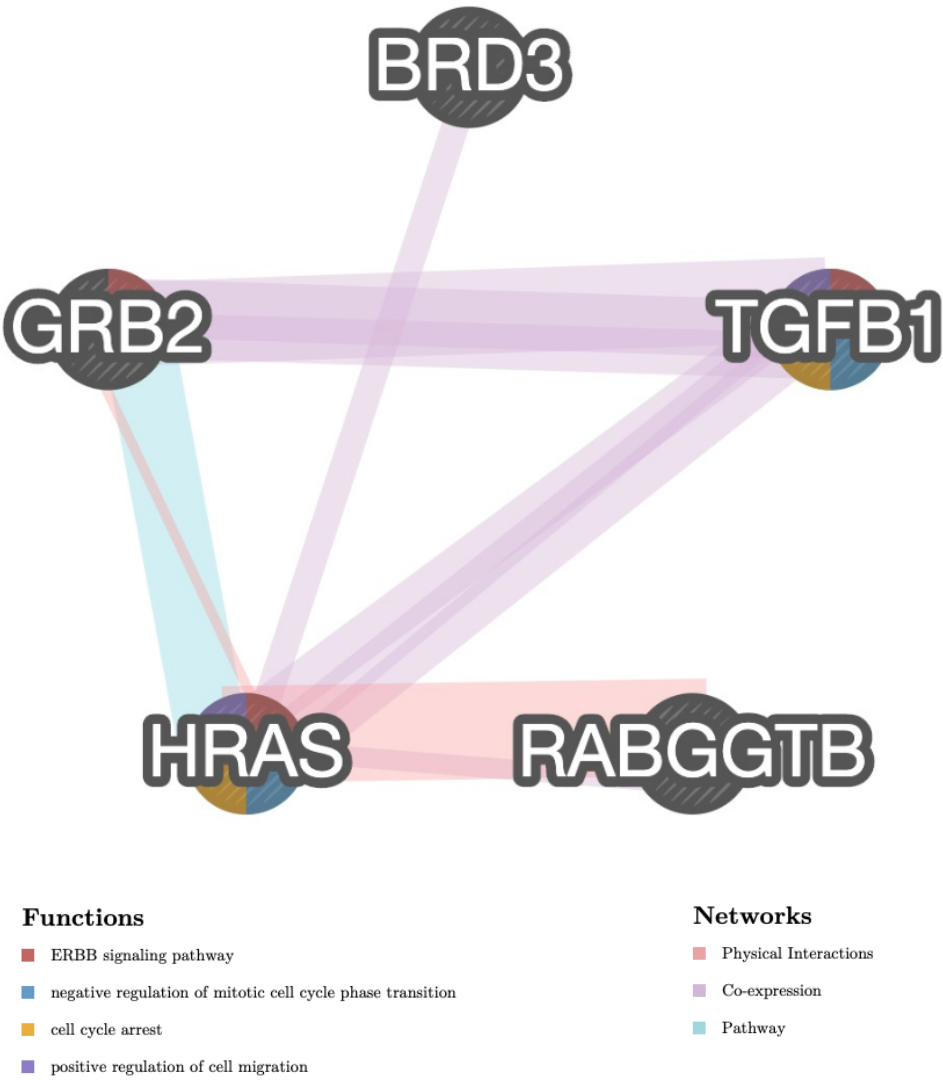

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

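PAX6 ChIP-seq was measured in EPCs grown as NLBs from mice, with 16 PAX6 ChIP libraries in 3 pools, 16 input libraries and 4 IgG libraries. The authors merged the libraries of each group, aligned the reads to mm9 with Bowtie and called peaks with MACS, at versions not given in the sources used here. The deposited score of each peak is the authors' value, the p-value of MACS on a logarithmic scale. Because it depends on depth, it was compared and ranked only within a list. Score limits, where applied, were the same for every list they were applied to, and in some settings the IgG list was not limited. Reads and signal tracks were not used here, and the precision that depth would give to a single peak is unknown.

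Positions were read as intervals on mm9, and peaks on chromosomes 1 to 19 and X were annotated with GENCODE M1 (37310 genes, 22380 of them protein-coding). Distances run from the centre of a peak to the closest transcription start site. Those compared with Table 1 run to the start site of the gene named there whose distance came nearest to the paper's, which was not always the closest. Peaks were called shared when they overlapped by at least 1 bp, after removal of the peaks that overlapped an IgG peak. Chance levels came from 10000 random placements of each peak on its own chromosome with its width kept. Exceptions were the count of every gene within 100 kb (1000 placements) and the share in coding exons at random (2219 placed peaks in all). The shares of motifs and repeats and the distances to start sites at random rested on 20 placements of each peak. Scores were compared within a list by 100000 permutations of the labels of the peaks, and shares and lists of genes were compared by Fisher's exact test. Tests between peak lists take peaks as units, so their p-values cover counting error and not the spread between libraries or lists. P-values were adjusted by Benjamini-Hochberg within each set of comparisons, with a threshold of 0.05. The motifs of Table 2 were searched on both strands with up to 6 of 30 and 2 of 14 mismatches, and CA or TG repeats of at least 20 bp were counted. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.

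The genes and regions named were the 19 genes of Table 1 with their 17 regions and 34 peaks, whose values in the paper were seen beforehand, the nearest gene of each shared region, every gene of 6 lists within 100 kb of a PAX6 peak, the 10 shared regions with the best lower rank and the 3 highest scoring peaks of each list. Genes around these regions, such as Lyst, Col4a1 and Atg5, were named after their positions were seen. Results for some genes covered by this rule are not reported here. The 6 lists held 76 genes: Hirschsprung disease and the RET and EDNRB pathways, enteric glia, enteric neurons, gut mesenchyme and muscle, known PAX6 targets, and the genes of the network analysis of the paper. Motif and repeat counts, the counts of genes in at least 2 pools, the comparison of lists with random placement, the chromosome X counts and the odds ratios within groups of peaks were chosen after the data were seen.

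The search for shared regions was tested on simulated data. With 20 regions planted, 19.95 were recovered on average and 20 of 20 simulations passed the threshold, against 0 of 20 without planted regions. The score comparison passed it in 20 of 20 simulations with 18 peaks of pool 2 raised by 30 and in 1 of 20 without. A difference as small as the 15.8 observed for shared peaks in pool 2 was not simulated. Of 200 copies of motif 1 planted in shuffled peaks of pool 2, 200 were found, against 1 of 200 shuffled sequences. Random positions on mm9 held motif 1 in 7.52%, so the shuffled sequences do not give the rate of matches in the genome.

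Alternatives covered the score threshold (applied to PAX6 and IgG peaks together and, added after the data were seen, to PAX6 peaks alone), the chromosomes, the overlap that counts as shared, the treatment of IgG-overlapping peaks, each pool left out, circular shifts in place of random placement, the distance limit and gene types, and the mismatches allowed. The qRT-PCR, exome and knockdown experiments of the paper were not analysed here.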

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

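The odds ratios within groups of peaks, the comparison of scores within pool 1, the comparisons of folds, the placement of peaks at repeats, the motif comparisons and the chromosome X comparisons were tests chosen only after the results they bear on were seen. Comparisons between lists take peaks as units, so their p-values cover counting error and not the spread between lists.

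Pool 1 differed from the other pools in its overlap with IgG peaks, with a share 6.09 percentage points above pool 2 and 4.01 above pool 3, and pool 2 minus pool 3 was -2.08. Uninterrupted CA or TG repeats of at least 20 bp are argued against as the whole cause. With peaks grouped by whether they held such a repeat, the common odds ratio of pool 1 was 5.22 against pool 2 (permutation test, two-sided p = 2e-05, the smallest that 100000 permutations can give). Against pool 3 it was 2.11 (p = 0.00514 in the same test), although the peaks without a repeat alone gave 1.98 (Fisher's exact test, adjusted p = 0.0710). Interrupted repeats were not tested. Lower scores in pool 1 cannot be told apart, since the score depends on depth and does not match peaks of equal strength between pools. Within pool 1 the median score of the 38 peaks that overlap IgG peaks minus that of the others was 2.255 (permutation test, two-sided, adjusted p = 0.793), which decides neither way. Peaks under a score of 70 do not account for the whole difference. With PAX6 and IgG peaks limited to 70 or more, it was 10.6 points against pool 2 and 9.00 against pool 3 (Fisher's exact test, adjusted p = 1.96e-08 and 7.19e-05). At 100 or more, with 8 peaks left in pool 1 and 35 for IgG, it was 0 and -0.526. A setting with only the PAX6 peaks limited was chosen after the data were seen. At 100 or more it gave 21.5 and 21.1 points (Fisher's exact test, adjusted p = 0.0745 for both). The overlap of pool 1 with IgG was 207-fold over random placement and the highest of the other folds was 105, but all 4 IgG libraries belong to pool 1, so their preparation together with the ChIP libraries of pool 1 cannot be told apart from any other property of that pool. No biological explanation was tested.

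Regions shared by at least 2 pools exceeded random placement, and 8 of them lay outside Table 1, in data that the paper does not discuss. Uninterrupted CA or TG repeats of at least 20 bp are argued against as the whole cause. Placing the peaks that held them at such repeats gave 2.53 shared regions on average and never the 24 observed (permutation of positions, one-sided p = 0.0001, the smallest that 10000 placements can give). Peaks without such a repeat were placed anywhere, and 12 of the 24 regions held none. Of these, the Arl15, Abi3bp, Edn3 and Brd3 regions matched motif 1 with 0, 1, 2 and 3 mismatches. Those of Gng4, Mcc, Smad9, Acadm/Rabggtb and Dgki did not match it. Interrupted repeats were thus not covered and cannot be told apart as a cause. Sites enriched with any antibody cannot be told apart from PAX6 binding, since the shared regions were counted after the peaks that overlap IgG peaks were removed. The folds of the removed peaks therefore say nothing about these regions. They were at least 1.71 times the lowest fold of their pool with another pool, but for pool 2 the fold with IgG, 46.1, was below that with pool 3, 63.6. Before that removal, 38 peaks of pool 1 overlapped IgG peaks, against 5 that overlapped pool 2 and 6 that overlapped pool 3. For pool 3 there were 27 with IgG, against 7 with pool 1 and 17 with pool 2. For pool 2 there were 17 with IgG, against 5 with pool 1 and 17 with pool 3. In these lists, which differ in length, no pool thus shared more peaks with another pool than with IgG. Of the 17 peaks of pool 2 that overlapped IgG peaks, 2 also overlapped pool 3. Pool 3 shares 15 of the 24 regions with pool 2. Of the 6 peaks of pool 1 that overlapped pool 3, 2 also overlapped IgG peaks. Of the 5 peaks of pool 1 that overlapped pool 2, 0 did so. With the peaks that overlap IgG peaks kept, the shared regions numbered 28. PAX6 binding at the shared regions stays open and was not tested. The 8 regions were all intergenic and lay nearest to Mir466f-4, Gm9376, Gm15387, Gm13788, Gm13810, Gm11448, Gm10354 and Snord64.

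The share of peaks with motif 1 in the 3 pools minus that in IgG was -13.7 percentage points, and pools 1 and 2 differed from pool 3 by -12.2 (Fisher's exact test, adjusted p = 2.91e-06) and -8.80 (adjusted p = 4.07e-05). For the Table 1 regions, of which 12 held the motif, a background as common across the genome cannot be told apart, since the paper derived the motifs from these regions. For the PAX6 peaks outside Table 1 it is argued against, since 74.3% of them held motif 1 against 7.52% at random placement. Repeats recovered with any antibody cannot be told apart in the Table 1 regions, where the odds ratio of motif 1 against IgG peaks was 0.331 (95% interval 0.107 to 1.22, Fisher's exact test, two-sided p = 0.0491, adjusted p = 0.0613), since the motif in all 17 regions would still have given p = 0.248 and no excess over IgG could have passed the threshold. Across all peaks, pools 1, 2 and 3 held motif 1 in 68.7%, 72.1% and 80.9% of their peaks, against 87.9% for IgG. The PAX6 peaks thus showed no excess of the motif over IgG, although IgG has 1 list and the spread between lists is not covered. Sequence preference of PAX6 itself stays open, but these shares give it no support. The search for the core sequence of the PAX6 paired domain (odds ratio of PAX6 against IgG peaks 0.963) decided neither way.

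Peaks on chromosome X, which holds 6.31% of the length of the numbered chromosomes and X, made up 5.09% of pool 1, 2.71% of pool 2, 0.414% of pool 3 and 2.38% of IgG, with odds ratios of 1.92 for pool 1 against pool 2 (Fisher's exact test, adjusted p = 0.0288), 12.9 for pool 1 against pool 3 (4.77e-07), 2.20 for pool 1 against IgG (0.0120), 6.70 for pool 2 against pool 3 (0.000456), 1.14 for pool 2 against IgG (0.675) and 0.170 for pool 3 against IgG (0.00134).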

How the results depend on the processing

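The tests of the gene counts, motif counts, placements at repeats and score limits on PAX6 peaks alone were chosen only after the results were seen. No paired analysis was possible because the libraries of each pool were merged before peaks were called, which also leaves no test per sample and no depth per library. Of 201 alternative values for 37 results, 159 planned and 42 added after the data were seen, 152 kept their direction and their side of the threshold, or for counts stayed close to the main value. Shared regions exceeded random placement in 16 of 16 alternatives, with 3 to 44 regions. At a score of 70 or more, for PAX6 and IgG peaks alike (299 of 1007 IgG peaks left), the peaks numbered 1062, with 104 in pool 1 and 450 in pool 2, the shared regions 8, and the overlaps of pool 1 with pool 3 and of pool 2 with IgG were 0, and the shares overlapping IgG were 10.6%, 0% and 1.57% in pools 1, 2 and 3. At 100 or more (35 IgG peaks left) the peaks numbered 502, with 8, 114 and 380 in the 3 pools, the shared regions 3 and the Table 1 peaks 10. The overlaps of pool 1 with pool 2, pool 3 and IgG and of pool 2 with IgG were then 0, the shares 0%, 0% and 0.526%, and the differences in share 0 for pool 1 minus pool 2, -0.526 for pool 1 minus pool 3, which reversed, and -0.526 for pool 2 minus pool 3, where fewer PAX6 and fewer IgG peaks were left to compare. With the limit on PAX6 peaks alone, shared regions numbered 7 at 70 and 3 at 100, the share overlapping IgG was 13.5% in pool 1 at 70 and 25.0% in pool 1 and 3.51% in pool 2 at 100, and the differences were -1.96 for pool 2 minus pool 3 at 70 (Fisher's exact test, adjusted p = 0.0788) and 21.5 for pool 1 minus pool 2, 21.1 for pool 1 minus pool 3 and -0.439 for pool 2 minus pool 3 at 100 (Fisher's exact test, adjusted p = 0.0745, 0.0745 and 1). With peaks within 10 kb, the shared regions were 44 and the share of pool 2 overlapping IgG 2.81%. Leaving out a pool gave 4 to 15 shared regions, 15 without pool 1, 4 without pool 2 and 5 without pool 3. The score of shared minus other peaks in pool 2 was 14.2 with peaks within 1 kb (permutation test, adjusted p = 0.0512). With an overlap of 50% of both peaks it was 2.98 in pool 1, which reversed (8 peaks, permutation test, adjusted p = 0.446), 11.9 in pool 2 (0.111) and -44.6 in pool 3 (0.0397), and 9 Table 1 regions were left. As a difference of means it reversed to 0.170 in pool 1, and the cause was not tested. Every gene within 100 kb gave 5540 genes, and the 100 kb limit gave 75 genes in at least 2 pools (permutation of positions, one-sided p = 0.0003, against 0.231 for the 203 protein-coding genes and 0.274 for the 355 genes with every gene within 100 kb counted). Counting only nearest genes gave 9 genes of the Hirschsprung list (Fisher's exact test, adjusted p = 0.00391), against 7.58 at random placement (permutation of positions, one-sided adjusted p = 0.967). CA or TG repeats in place of motif 2 lay in 8 Table 1 regions.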

Differences from the paper's values

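The count of genes in at least 2 pools and the settings named below as added are tests chosen only after the values were seen.

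The paper's number of nearest genes is 4250 and the number found here was 1953. The paper used 3 programs that were not used here, and its text states no distance limit. The limit of 100 kb, set before the data were examined, gave 1606 and differs as well. Of the settings added after the data were seen, protein-coding genes gave 1778 and removal of IgG-overlapping peaks gave 1890, which differ, while counting every gene with a start site within 100 kb, chosen after seeing the values, gave 5540, within 1.5 times the paper's number, and drops 2 of the 19 genes of Table 1, Atxn1 and Nxph1.

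The paper's number of genes found in at least 2 pools is 19, taken from genes that at least 2 of its 3 programs assign. The number found here without such a requirement was 139, with the peaks that overlap IgG peaks removed. With all peaks, which gave the 1953 nearest genes, it was 150. No alternative to this count was set before the data were examined, and the added ones gave 75 within 100 kb, 203 for protein-coding genes and 355 for every gene within 100 kb, which all differ. Of the paper's 19 genes, 16 were among the 139, and Acadm, Col4a2 and Gm15997 were not the nearest gene of a peak. For the Col4a2 region the start of Col4a1 lay 39476 bp away and that of Col4a2 39496 bp. Counting every gene within 100 kb, chosen after seeing the values, includes Acadm, Col4a2 and Gm15997 and loses Atxn1 and Nxph1.

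Of the 38 distances to a transcription start site in Table 1, 32 lay within a distance of the value found here that is no larger than the distance from the centre of the peak to its end. The value found here ran to the annotated start of the named gene whose distance came nearest to the paper's. That start was not always the closest to the peak. Close values are therefore partly built in, and the 32 are no independent check of the paper's distances. For Kcnq1 in pool 2 the value was 78040 bp, against 36536 bp to the closest start and 78040 bp in the paper. For Acadm in pool 2 these were -22690, -19962 and -22702 bp, and for Dgki in pool 3 -93037, -92700 and -93040 bp. For Speer5-ps1 the paper's distances are 1774 bp in pool 1 and 1714 bp in pool 2, against -39182 bp and -39242 bp here. For Nxph1 the paper's are 272432 bp in pool 1 and 272487 bp in pool 2, against 272774 bp and 272830 bp here. For Atxn1 the paper's are 123721 bp in pool 2 and 123568 bp in pool 3, against -123706 bp and -123552 bp here. Of the 9 genes on the minus strand, the paper's signs follow the direction of the genome in 8 and the direction of transcription in 1, Atxn1, for which the sign along transcription gives the paper's direction. No alternative for these distances was set before the data were examined.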

Other observations

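Tests of the lists and of the core sequence against random placement were chosen only after the results were seen.

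PAX6 peaks lay within 100 kb of several genes that PAX6 regulates in other tissues. Cryaa, the gene of a lens crystallin, had peaks of score 202.49 and 108.35 in pool 3 and 66.75 in pool 2, 64.9 kb, 90.8 kb and 71.0 kb downstream of its start. A peak of pool 2 with a score of 99.19 lay 10.8 kb upstream of Six6, and a peak of pool 1 with a score of 54.72 lay 35.6 kb upstream of Six3, both homeobox genes of the eye and forebrain. Pax6 itself had a peak in pool 2, 27.6 kb upstream, with a score of 50.78 (rank 1023 of 1032). Among genes of enteric cells, Tubb3, a neuronal tubulin gene, had a peak of score 115.84 in pool 2 at 53.2 kb, Stmn2 a peak at 55.2 kb, Gfap, a glial gene, a peak at 72.3 kb and Pdgfrb, a gene of mesenchyme, a peak in pool 3 at 11.0 kb.

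Of the 14 known PAX6 targets, 4 had a PAX6 peak within 100 kb, Prox1 being the other one (Fisher's exact test, two-sided, odds ratio 2.17, adjusted p = 0.723), and random placement gave 2.45 (permutation of positions, one-sided p = 0.211, adjusted p = 0.788). IgG peaks lay near 2 of them, Gcg and Prox1. With the peaks that overlap IgG peaks removed, Prox1 was lost and 3 of the 14 had a PAX6 peak (odds ratio 1.53, Fisher's exact test, adjusted p = 0.687). Of 8 genes of enteric neurons 2 had a peak (adjusted p = 0.723), of 6 of enteric glia 1 (adjusted p = 1), of 6 of gut mesenchyme and muscle 1 (adjusted p = 1), and of 10 genes of the network analysis of the paper 1, Tgfb1 (adjusted p = 1). Tgfb1 was lost as well when the peaks that overlap IgG peaks were removed. Within 10 kb no gene of the 6 lists had a PAX6 peak. For the Hirschsprung list, random placement within 100 kb gave 5.65 genes against the 7 found (permutation of positions, one-sided p = 0.329, adjusted p = 0.788).

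PAX6 may bind through the core sequence known for its paired domain, TTCACGCWTSA, which was searched with 1 mismatch allowed. It was found in 17 of 2219 PAX6 peaks and 8 of 1006 IgG peaks (odds ratio 0.963, 95% interval 0.392 to 2.59, Fisher's exact test, two-sided p = 1), so the interval leaves both an excess and a lack open. Against random placement, where 1.22% held it, the 0.766% of the PAX6 peaks gave an odds ratio of 0.623 (0.360 to 1.01, Fisher's exact test, two-sided p = 0.0570, adjusted p = 0.285), which leaves hardly any room for an excess over random positions, but the share in IgG peaks, 0.795%, was below the random share as well. Among the Table 1 regions only that of Smad9 held it.

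Other high-scoring peaks lay on chromosome 12 from 60042093 to 60042339 near Gm17529 and in an intron of Fut9 in pool 1 (both 108.8), on chromosome 12 from 114631038 to 114631401 near Gm11029 in pool 2 (336.57), on chromosome 9 from 35112647 to 35113329 near Gm5614 in pool 3 (1096.32), and near Actrt2 (153.51) and in an intron of Mgat4a (146.66) for IgG.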
